A study of Mus musculus and Rattus rattus with 115 samples. Its data were reported in "Postnatal state transition of cardiomyocyte as a primary step in heart maturation" (2022).

How the data were processed

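RNA was sequenced from CMs of C57BL/6, KM and NIH mice and of Sprague Dawley and Wistar rats at 3 or 4 postnatal ages, with 2 libraries per strain and age. The authors digested chopped ventricles of P1 and P7 C57BL/6 mice enzymatically, removed adherent cells by a short period of culture, and perfused P21 and P56 hearts on a Langendorff apparatus. Their description states that the procedure was also applied to the other strains, without saying which step was used at which age. Libraries were prepared with a TruSeq kit and read as short paired ends. The authors aligned reads with subread to mm10 or rn6, kept uniquely mapped reads and assigned them to RefSeq genes with featureCounts. The deposited tables give the resulting raw read count of each gene in each library. The values are whole numbers whose totals differ between libraries, so no scaling had been applied. Whether the counting used strand is not stated, so counts of genes that overlap another gene are uncertain, and so are those of paralogs that share reads, since only uniquely mapped reads were kept. The mouse tables hold 27179 Entrez gene IDs, of which 25275 matched a symbol and position in the RefSeq annotation of GRCm38. The rat tables hold 17337 gene symbols and give no positions.

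Total counts ran from 5214004 to 18798958 per library. A floor of 3 counts was used, so a gene with fewer counts in a library was not distinguished from 0. Shares of counts in a single library are given with 95% Wilson confidence intervals. Intervals and floors cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. No pair of replicates was a duplicate of one library: the chi-square per degree of freedom between replicates lay between 6.63 and 206 over the 16 pairs. Groups were taken from the sample labels. One of the P21 libraries of C57BL/6 carries no replicate number in the table and was used as the other replicate of its group.

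The tests followed what the authors described. Each strain was fitted on its own with limma 3.58.1 in R 4.3.3, using all libraries of the strain so that the ages shared one estimate of spread (4 residual degrees of freedom in C57BL/6 and 3 in the other strains). Counts were scaled by TMM in edgeR 4.0.16, turned into log2 CPM with voom weights and tested with moderated contrasts, two-sided, with Benjamini-Hochberg adjustment at 0.05. The authors kept genes above an RPKM threshold. The tables give no gene lengths, so genes were kept when their CPM was above 1 in at least 2 libraries of the strain, a substitute fixed in advance. That left 14978 genes in C57BL/6, 14920 in KM, 14910 in NIH, 11865 in Sprague Dawley and 11700 in Wistar. Pooled fits of the mouse strains (P7 against P1, 12 libraries) and of the rat strains (P4 against P1, 8 libraries) had strain as a covariate, and interaction terms tested whether the change differed between strains. Genes with an adjusted p under 0.05 in a moderated F test over all ages of C57BL/6 were standardised and clustered by complete linkage into 4 clusters. Genes lowest or highest at the middle age had to be called in both adjacent contrasts with opposite signs. These counts were set beside 20 simulations per strain of unchanged groups.

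The tests, samples, filters, gene lists, alternatives and the rule for naming genes were chosen before the data were examined. The 12 lists were cardiac genes, P7-high genes, cell cycle, fatty acid oxidation, glycolysis, fibroblast, endothelial, macrophage, smooth muscle and pericyte, erythroid, epicardial, and dissociation response. They were tested with fry and with camera, both in limma, over 10 contrasts and with adjustment over all 120 combinations. All 22 cardiac and 13 P7-high genes were picked by the study from these libraries, as were 4 of the 14 fibroblast genes and 1 dissociation gene, and 4 P7-high genes are also in the fibroblast list. In both P56 libraries, which come from the most mature CMs, 14 of 14 fibroblast, 14 of 14 endothelial, 14 of 14 macrophage, 11 of 11 smooth muscle and pericyte and 52 of 97 cell cycle genes were above 1 CPM. The same held for 21 of 22 cardiac, 24 of 24 fatty acid oxidation, 17 of 18 glycolysis, 5 of 10 erythroid, 6 of 8 epicardial and 30 of 32 dissociation genes. In rats 17 cardiac, 84 cell cycle, 4 erythroid and 5 epicardial genes were in the tables. Genes named in the text were those the study named from bulk RNA, together with, in the first contrast of each strain, the 2 largest rises and 2 largest falls among called genes with a mean log2 CPM of at least 3 and no overlap between the libraries of the groups. Mycn, Abcg1, Apln and the sex-linked, atrial and nuclear genes of the closing observations were named after their values were seen.

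Groups within a strain share replicate numbers in the labels, so whether the numbers pair the libraries was checked by correlating, across genes, the difference between replicates 1 and 2 at one age with that at another. In NIH the correlation was 0.393 between P1 and P7, 0.313 between P1 and P21 and 0.354 between P7 and P21, all above 0.1. The numbers were therefore treated as pairing the NIH libraries, by these values and not by any statement in the labels. In the other strains at least 1 correlation was under 0.1. In KM that between P1 and P7 was 0.673, above every NIH value, but that between P1 and P21 was 0.0873.

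The procedures were tested on simulated data with 200 genes changed by known amounts. Limma recovered 51.5% of these genes in C57BL/6, 37.5% in KM, 52% in NIH, 46% in Sprague Dawley and 45.5% in Wistar. It recovered 82% in each pooled fit and 25.5% for the interaction of KM with C57BL/6, the only interaction simulated. False calls made up 8.04%, 9.64%, 11.1%, 3.16% and 4.21% of calls in the same order of strains, 1.80% and 7.35% in the mouse and rat pooled fits and 16.4% for the interaction. DESeq2 gave false calls of 13.0% to 20.2% over its 7 designs. Of 100 unchanged sets, fry placed 5 and camera 4 under 0.05. Several of these false-call shares exceed the nominal level, which bears on how firmly single calls should be read.

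Alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0 with its Wald test, DESeq2 size factors or library size alone in place of TMM, no filter, edgeR's own filter for named genes, a replicate block, a fit of the 2 compared ages only, camera in place of fry, average linkage, and leaving out each library. Fits without each library of an age not compared, without the P21 libraries of C57BL/6, and of the NIH interaction with library size alone or a replicate block in NIH were added after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The 66 chromatin immunoprecipitation libraries and 17 input libraries of the series were not analysed here.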

Results

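RNA sequencing was carried out on cardiomyocytes freshly isolated from postnatal hearts of 3 mouse strains and 2 rat strains. The series held 32 RNA libraries, 20 from mice and 12 from rats, in 16 groups of 2 libraries each. C57BL/6 mice were sampled at postnatal days 1, 7, 21 and 56 (P1, P7, P21 and P56), KM and NIH mice, both outbred stocks, at P1, P7 and P21, and Sprague Dawley and Wistar rats at P1, P4 and P7. Total counts per library ran from 7638972 to 18798958 in C57BL/6, 6798571 to 17364716 in KM, 7134382 to 9246144 in NIH, 5214004 to 9933746 in Sprague Dawley and 7374242 to 12564876 in Wistar. A count of 3, taken as the floor of detection, corresponded to between 0.160 and 0.575 CPM (the usual scaling of a count by the total of its library) across the libraries. All values below come from 2 libraries per group (n = 2), and SD stands for standard deviation throughout. A gene was called when its Benjamini-Hochberg adjusted p-value in limma fell under 0.05.

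The first comparison asked how the CM transcriptome of C57BL/6 mice changed between P1 and P7, an age of special interest to the study. Of 14978 genes tested, 284 were called, 160 higher and 124 lower at P7, and 239 of the 284 changed at least 2-fold. The balance of directions was not settled, with 240 higher and 124 lower when library size was the only scaling (65.9% higher in place of 56.3%) and 58 higher and 68 lower with edgeR. At an unadjusted p-value under 0.05 there were 2694 genes, against 749 expected with no change. The count moved most with the ages included in the fit: 2746 genes were called when only the P1 and P7 libraries were fitted, all 284 among them. It also moved with single libraries of ages that were not compared, a check chosen after seeing the data. Without the unnumbered P21 library 2097 genes were called, without P21 replicate 2 there were 2061, and without either P56 replicate there were 81. Among called genes with a mean log2 CPM of at least 3, the largest rises were in Hmcn2 and Vtn and the largest falls in Zbtb16 and Nppb. Zbtb16 (gene ID 235320; GRCm38 chromosome 9, 48651797 to 48836225), which overlaps an unnamed gene model in the annotation, went from 74.0 CPM ± 17.9 (SD, n = 2) at P1 to 5.02 CPM ± 0.176 (SD, n = 2) at P7. Its log2 fold change was -3.91 (SE 0.372) with an adjusted p of 0.00197 in limma. Nppb (gene ID 18158; chromosome 4, 147985786 to 147987205) fell by 2.99 on the log2 scale (SE 0.396, adjusted p 0.0121 in limma). Hmcn2 (gene ID 665700; chromosome 2, 31314255 to 31460738) had a log2 fold change of 3.37 (SE 0.565, adjusted p 0.0239 in limma), and Vtn (gene ID 22370; chromosome 11, 78499120 to 78502325) one of 2.18 (SE 0.337, adjusted p 0.0178 in limma).

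The genes that the study named were then examined one at a time in C57BL/6. Tnnt2 (gene ID 21956; chromosome 1, 135836315 to 135852268) averaged 14710 CPM ± 911 (SD, n = 2) at P1 and 7426 CPM ± 563 (SD, n = 2) at P7. The log2 fold change of -1.04 (SE 0.331) had an adjusted p of 0.136 in limma, so Tnnt2 was not called. Myh6 (gene ID 17888; chromosome 14, 54941921 to 54968017), which overlaps Cmtm5 and Mir208a, had a log2 fold change of -0.54 (SE 0.273, adjusted p 0.334 in limma), and -0.32 without P7 replicate 1. Neither Actn2 (-0.66), Myl2 (-0.54), Tnni1 (-0.83) nor Nkx2-5 (-0.19) was called. For Nkx2-5 the P1 libraries differed enough that the log2 fold change was -0.54 without P1 replicate 1 and 0.13 without P1 replicate 2. In all, 4 genes named for a rise at P7 were called: Lum (1.38), Dcn (1.08), Jund (1.37) and Icam1 (1.28), with limma adjusted p-values of 0.0176, 0.0239, 0.0291 and 0.0424. Junb (1.85, adjusted p 0.0526 in limma), Jun (0.79), Klf2 (0.86), Sox7 (0.93), Egr1 (0.49) and Tcf4 (0.36) were higher at P7 but were not called.

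Gene lists fixed before the data were examined were used to ask whether cardiac genes moved as a set. Fold changes of a list are given as the median over its genes, with a rotation test (fry) adjusted over 120 combinations of list and contrast. The cardiac list held 22 genes, all of which the study picked from these libraries, so its results are not independent evidence. In C57BL/6 all 22 were lower at P7 than at P1, with a median log2 fold change of -0.65 (adjusted p 0.0178 in fry). Over all genes tested 2 of them were called, and 11 passed when adjusted over the list alone. The P7-high list of 13 study-picked genes rose by a median of 1.14 (adjusted p 0.0178 in fry), all 13 in that direction. It had 6 called genes and 11 that passed adjusted over the list alone. In a list of 97 cell cycle genes 82 were higher at P7, the median was 0.21 (adjusted p 0.0182 in fry), and 0 genes were called over all genes or adjusted over the list alone. Camera, a set test with a preset correlation between genes, placed 104 of the 120 combinations under the threshold, whereas fry placed 69, and 68 were shared.

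**Figure D1:**
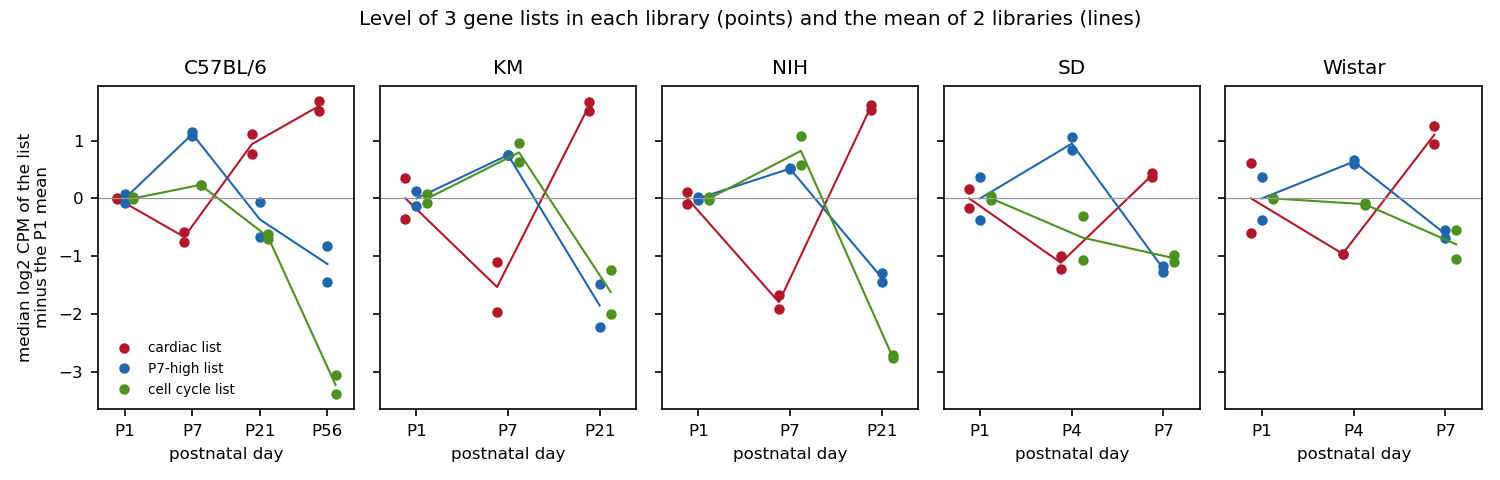
Median log2 CPM of the cardiac, P7-high and cell cycle lists in each library, relative to the mean of the P1 libraries of its strain, plotted against age in days for the 5 strains, 1 point per library. The cardiac list was lower at the middle age than at P1 in every strain by its median fold change, from -0.65 in C57BL/6 to -1.77 in NIH.

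The same question was put to KM and NIH mice. In KM, 0 of 14920 genes were called between P7 and P1, although 2458 had an unadjusted p-value under 0.05 (746 expected with no change) and the smallest adjusted p in limma was 0.0544. The other tests and designs gave between 0 and 605 genes. Among these, a fit with the replicate number as a block called 331. The KM replicate numbers tracked shared variation between P1 and P7 (correlation 0.673) but not clearly between P1 and P21 (0.0873). All 22 cardiac genes were lower at P7 in KM, with a median of -1.53 (adjusted p 0.0492 in fry). None was called over all genes, where 22 of 22 failed, and 20 passed adjusted over the list alone. With DESeq2 size factors the KM cardiac median was -1.55 and the adjusted p in fry 0.0579, in a range of 1.45e-16 to 0.0827 over all alternatives. In NIH, 1914 of 14910 genes were called, 768 higher and 1146 lower at P7. With library size as the only scaling the share of higher calls went from 40.1% to 52.8%. In NIH the replicate numbers tracked shared variation, and a fit with the number as a block called 3371 genes, all 1914 among them. The NIH cardiac median was -1.77 (adjusted p 0.00456 in fry), with 22 of 22 genes lower, 21 called and 22 passing adjusted over the list alone. Tnnt2 had a log2 fold change of -2.31 (SE 0.192, adjusted p 0.00116 in limma) and Myh6 one of -1.87 (SE 0.221, adjusted p 0.00235 in limma). The largest changes among called NIH genes were in Zbtb16 (-4.43), Hif3a (-3.81), Prnd (3.37) and C1qtnf9 (2.84). Prnd overlaps the read-through gene Prn, and C1qtnf9 overlaps Mipepos, so their counts were uncertain.

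The P7-high list had a median of 0.76 in KM (adjusted p 0.0989 in fry, 12 of 13 higher, 0 called, 3 adjusted over the list alone). In NIH its median was 0.49 (adjusted p 0.0326 in fry, 12 of 13 higher, 5 called, 6 adjusted over the list alone). The cell cycle median was 0.76 in KM (adjusted p 0.0688 in fry, 94 of 97 higher, 0 called, 8 adjusted over the list alone). In NIH it was 0.84 (adjusted p 0.0491 in fry, 91 of 97 higher, 38 called, 67 adjusted over the list alone). Both NIH results lost the threshold under the block. There the P7-high median was 0.49 with an adjusted p of 0.0827 in fry, against a range of 1.01e-04 to 0.0827 over its alternatives. The blocked cell cycle median was 0.84 with an adjusted p of 0.0696 in fry, against a range of 1.30e-19 to 0.0696.

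Rats were compared between P4 and P1 to ask whether the loss of cardiac expression came earlier in that species. In Sprague Dawley, 213 of 11865 genes were called, 110 higher and 103 lower at P4, and all 213 changed at least 2-fold. Fitting the P1 and P4 libraries alone raised the count to 1892, and leaving out P7 replicate 1 or P7 replicate 2 gave 1859 and 1739. With library size as the only scaling, higher genes made up 62.0% of the calls in place of 51.6%. The largest changes were in Alox15 (4.48), Col6a4 (3.65), Ntsr2 (-2.98) and Cdhr1 (-4.01), with limma adjusted p-values of 0.00533, 0.0202, 0.0104 and 0.0083. The rat tables gave gene symbols only, without positions. In Wistar, 0 of 11700 genes were called, 1658 had an unadjusted p-value under 0.05 (585 expected with no change), and the smallest adjusted p in limma was 0.139. The Sprague Dawley cardiac median was -1.11 (adjusted p 0.0337 in fry), with 17 of 17 tested genes lower, 3 called and 14 passing adjusted over the list alone. The Wistar cardiac median was -0.96 (adjusted p 0.199 in fry), with 17 of 17 lower, 0 called and 0 adjusted over the list alone. Single libraries decided the size of the Wistar value: it was -0.20 without P1 replicate 1 and -1.65 without P1 replicate 2. The cell cycle list fell in Sprague Dawley (-0.67, adjusted p 0.125 in fry, 79 of 83 lower) and was near 0 in Wistar (-0.12, adjusted p 0.608 in fry, 51 of 83 lower). The P7-high median was 0.99 in Sprague Dawley (adjusted p 0.0854 in fry, 13 of 13 higher) and 0.64 in Wistar (adjusted p 0.116 in fry, 11 of 13 higher). Between P7 and P1, 2943 genes were called in Sprague Dawley and 711 in Wistar.

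**Figure D2:**
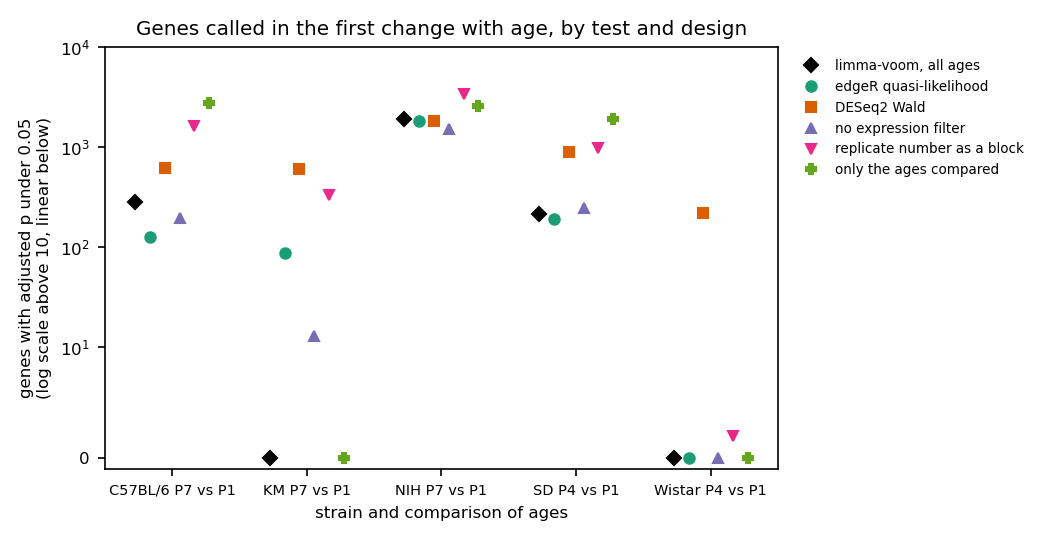
Number of genes called in the first contrast of each strain (P7 against P1 in mice, P4 against P1 in rats) under each test or design, on a symmetric log axis. Counts ran from 126 to 2746 in C57BL/6, from 0 to 605 in KM, from 1510 to 3371 in NIH, from 189 to 1892 in Sprague Dawley and from 0 to 220 in Wistar.

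The following interval was larger in every strain. Between P21 and P7, 6808 genes were called in C57BL/6 (3356 higher, 3452 lower), 6997 in KM (3322 higher, 3675 lower) and 7694 in NIH (3838 higher, 3856 lower). Between P7 and P4, 4499 genes were called in Sprague Dawley and 2361 in Wistar. In C57BL/6, cells at P21 and P56 were isolated by Langendorff perfusion and those at P1 and P7 by digestion of chopped ventricles, so this interval coincided with the change of isolation method and the 2 could not be separated. For KM and NIH the step used at each age is not stated. Scaling mattered here as well. With library size alone the median gene moved by -0.61 in C57BL/6, -0.68 in KM and -0.82 in NIH between P21 and P7. The corresponding shifts were -0.14 for P56 against P21 in C57BL/6, 0.11 and 0.13 for P4 against P1 in Sprague Dawley and Wistar, and -0.11 and -0.21 for P7 against P4. Relative to TMM scaling the cardiac median rose by 1.56 in C57BL/6, 3.18 in KM and 3.48 in NIH, and in rats by 1.5 in Sprague Dawley and 2.10 in Wistar. The adjusted p-values in fry were 0.00357, 0.0218, 0.00287, 0.0178 and 0.0491. In each mouse strain 21 of 22 cardiac genes rose, and in each rat strain 17 of 17. The P7-high list had medians of -1.39, -2.81 and -2.21 and the cell cycle list medians of -0.92, -2.60 and -3.98 in C57BL/6, KM and NIH. In NIH 26 cell cycle genes were at the floor of 3 counts at one age, and with these at their bound the median was -3.97. Tnnt2 in C57BL/6 was 15080 CPM in the unnumbered P21 library and 6610 CPM in P21 replicate 2. Its log2 fold change of 1.04 (adjusted p 0.0243 in limma) became 0.42 without the former and 1.63 without the latter. Between P56 and P21, 447 genes were called in C57BL/6, 188 higher and 259 lower, or 237 and 231 with DESeq2 size factors and 210 and 473 with edgeR.

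Genes with their lowest or highest expression at the middle age were counted, because the study described P7 as a transient state. These are genes called in both contrasts with opposite signs. At P7 there were 76 lowest and 132 highest in C57BL/6, and 892 lowest and 624 highest in NIH, or 1421 and 1170 with the replicate block. KM had 0 and 0, with 1013 and 941 at an unadjusted p-value under 0.05. At P4 Sprague Dawley had 77 lowest and 93 highest, and Wistar 0 and 0, with 484 and 515 unadjusted. Both contrasts use the middle-age libraries, which produces opposite signs with no effect at all. In 20 simulations per strain with unchanged groups, the median count was 0 in each direction and the largest was 1. Across genes, the correlation between the contrasts was -0.378 in C57BL/6 and -0.554 in KM, beside simulated medians of -0.490 and -0.497 for unchanged groups. It was -0.526 in NIH, -0.525 in Sprague Dawley and -0.558 in Wistar, beside -0.481, -0.488 and -0.494. That correlation therefore did not set any strain far apart from unchanged groups. Unadjusted, the simulations gave medians of 87 lowest and 67 highest in KM (at most 112 and 81) and of 76 and 51 in Wistar (at most 89 and 70). The simulated groups held no change at any age, so where another interval changes they do not test for an extreme at the middle age.

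Expression patterns over the 4 C57BL/6 ages were grouped by hierarchical clustering. Of the genes tested 8098, or 54.1%, had an adjusted p under 0.05 in a moderated F test over all ages in limma. The genes were cut into 4 clusters, and the ages given below are those of the cluster mean, which single genes need not follow. A cluster of 3463 genes was lowest at P7 and highest at P56, and held Myh6, Nkx2-5, Actn2, Myl2 and 16 cardiac genes. Nkx2-5 itself was highest at P21 (36.7 and 52.6 CPM, against 28.4 and 14.1 CPM at P56). A cluster of 2900 genes peaked at P7 and was lowest at P56, with Lum, Dcn, Klf2, Tcf4, Junb, Sox7, Icam1 and Tnni1, 11 of the P7-high genes and 78 of the cell cycle genes. In that cluster Tnni1 itself was lower at P7 (1193 and 1156 CPM) than at P1 (2302 and 1763 CPM). A further cluster of 1222 genes, including Jun, Jund and Egr1, peaked at P7 and was lowest at P21. Tnnt2 fell in the remaining cluster of 513 genes, which was lowest at P7 and highest at P56 and included 4 cardiac genes. In the 3463-gene cluster the mean standardised expression was -0.69 at P1 and -0.83 at P7, a small step beside 0.74 at P21. With average linkage in place of complete linkage Tnnt2 joined a cluster of 3798 genes.

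The early change was also tested with the strains pooled. With strain as a covariate, 4680 of 15661 genes were called between P7 and P1 in mice, 2179 higher and 2501 lower. All 22 cardiac genes were called lower, with a median of -1.35, 12 of 13 P7-high genes were called higher and 65 of 97 cell cycle genes were called higher. In rats 1970 of 11912 genes were called between P4 and P1, 955 higher and 1015 lower. In rats 11 of 17 cardiac genes were called lower and 17 of 83 cell cycle genes were called lower. The rat count depended on every library, with 4779 genes without Wistar P1 replicate 2 and 192 without Sprague Dawley P4 replicate 1. Across genes, fold changes of the first contrast had a Pearson r of 0.552 (Spearman rho 0.594) between C57BL/6 and KM, 0.509 (0.517) between C57BL/6 and NIH, 0.678 (0.648) between KM and NIH and 0.696 (0.711) between the rat strains. Between a mouse and a rat strain r lay between 0.309 and 0.454. Computed from single libraries, r was lower for pairs of mouse strains (0.390 to 0.585) and for the rat strains (0.273 to 0.651). Between a mouse and a rat strain it then ran from 0.0284 to 0.435, lowest for C57BL/6 and Wistar. Genes are not independent replicates, and no p-value was attached to these correlations.

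Whether the early change differed between strains was tested directly with interaction terms. KM differed from C57BL/6 in 0 of 15661 genes (1070 at an unadjusted p-value under 0.05, 783 expected with no difference). NIH differed from C57BL/6 in 2 genes, Mycn and Abcg1 (1700 unadjusted), which were named after their values were seen. Wistar differed from Sprague Dawley in 0 of 12099 genes at P4 (329 unadjusted, 605 expected) and in 0 at P7 (774 unadjusted). None of 48 interaction tests of the lists passed, and the smallest adjusted p in fry was 0.142. With the NIH replicate numbers as a block, added after seeing the data, 3 genes were called (1694 unadjusted), Mycn, Abcg1 and Apln, and no list passed (smallest adjusted p 0.188 in fry). The larger count in NIH than in C57BL/6 was thus not shown to be a difference between the strains for more than a few genes (from 2 to 6 over the tests and designs tried), and the difference between NIH and KM was not tested.

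Metabolic lists and lists of markers of other cardiac cell types were tested in the fits of the single strains. These fits had no replicate block, so the NIH calls below take no account of the pairing of its libraries. Fatty acid oxidation genes had medians of -0.33, -0.91 and -1.24 between P7 and P1 in C57BL/6, KM and NIH, and -0.98 and -0.95 between P4 and P1 in Sprague Dawley and Wistar. Only the NIH value passed the adjusted threshold (adjusted p 0.0405 in fry, 23 of 24 lower). Their medians in the next interval were 1.5, 2.31, 2.77, 1.05 and 1.56 in the same order. Glycolysis genes had medians of -0.54, -0.91, -0.87, -0.89 and -0.73 in the first interval, and only the Sprague Dawley value passed (adjusted p 0.0415 in fry, 14 of 16 lower). In the first interval the fibroblast median was 0.73, 0.31, -0.10, 1.35 and 0.69 and the endothelial median 0.52, 0.94, 0.47, 0.79 and 0.31. The fibroblast list passed the threshold in C57BL/6 (adjusted p 0.0178 in fry, 14 of 14 higher), Sprague Dawley (0.046, 13 of 14) and Wistar (0.0415, 13 of 14), and the endothelial list in C57BL/6 (0.0178, 14 of 14) and NIH (0.0329, 12 of 14). The macrophage median was 0.88, 0.48, -0.01, 0.43 and 0.26, and the smooth muscle and pericyte median 0.42, 0.64, 0.35, 0.47 and 0.40, none past the threshold. In the next interval the fibroblast medians were -1.77, -2.52, -1.85, -1.96 and -0.69 and the endothelial medians -1.06, -2.52, -1.49, -2.18 and -1.22, all past the threshold in fry. The smooth muscle and pericyte medians there were -0.71, -1.41, -0.95, -1.16 and -0.86, past it except in C57BL/6. The macrophage medians were 1.25, -0.34, 0.08, -1.54 and -1.07, past it in C57BL/6, Sprague Dawley and Wistar, and the NIH value became -0.66 with library size alone. Erythroid genes had medians of 1.29, 1.238, 0.94, 2.58 and 1.12 over 7 genes in mice and 4 in rats, where reads shared between globin paralogs make the counts uncertain, and passed in KM, Sprague Dawley and Wistar (adjusted p 0.0446, 0.0224 and 0.0491 in fry). Epicardial genes had medians of -0.31, 1.32, -0.03, 0.22 and -0.30 and passed in KM (adjusted p 0.0376 in fry, 6 of 7 higher). In NIH the macrophage median was 0.08 with library size as the only scaling and the epicardial median 0.08, so neither had a settled direction. Genes of the dissociation response had medians of 0.52, 0.37, 0.42, 0.69 and 0.31, past the threshold in C57BL/6 (adjusted p 0.0389 in fry, 29 of 31 higher). In the next interval their medians were -2.44, -2.65, -2.32, -2.24 and -1.81, past it except in Wistar.

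**Figure D3:**
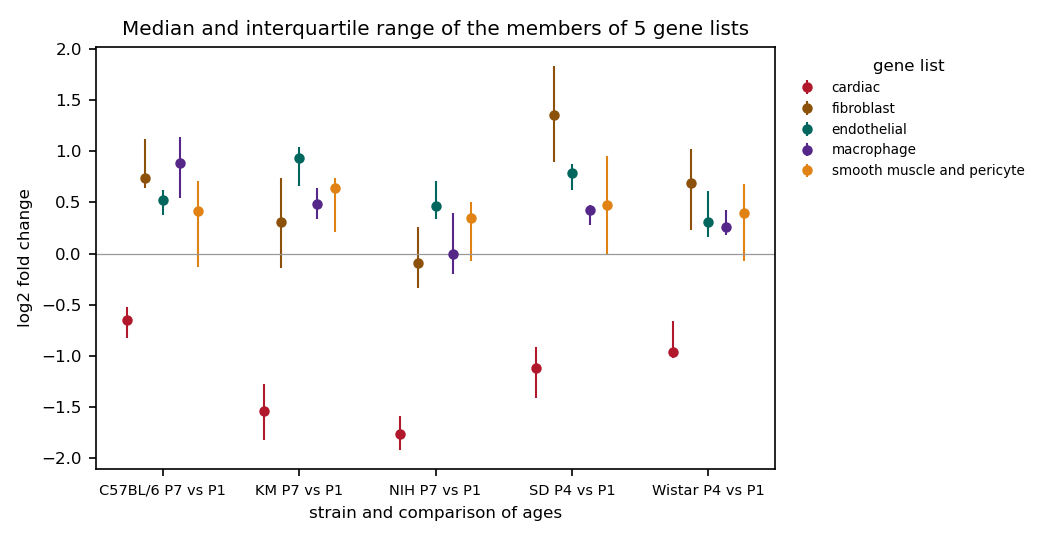
Median log2 fold change (points) and interquartile range (bars) over the genes of the cardiac, fibroblast, endothelial, macrophage and smooth muscle lists in the first contrast of each strain. The cardiac medians were all below 0, from -0.65 to -1.77, while the fibroblast medians ran from -0.10 in NIH to 1.35 in Sprague Dawley.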

Values the study reported

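The study reported that clustering of differentially expressed genes in C57BL/6 cardiomyocytes gave 4 major patterns. Of 109 genes related to proliferation and the cell cycle, it counted 96 (88.07%) with similar expression at P1 and P7. Among those 96 it counted 88 (91.67%) whose expression was slightly higher at P7.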

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

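The tests in this part were chosen after the result was seen. Of the interaction terms, 1 gave genes past the threshold: the change from P1 to P7 differed between NIH and C57BL/6 in 2 of 15661 genes, with 1700 at an unadjusted p-value under 0.05. Abcg1 (gene ID 11307; GRCm38 chromosome 17, 31057694 to 31117984) had an interaction log2 fold change of 1.96 (SE 0.263) and Mycn (gene ID 18109; chromosome 12, 12936093 to 12941836) one of 1.96 (SE 0.266), both with an adjusted p of 0.0457 in limma. Mycn went from 19.4 and 20.01 CPM in the P1 libraries of NIH to 90.7 and 97.4 CPM at P7, while its C57BL/6 libraries lay between 13.5 and 17.6 CPM. Abcg1 went from 24.7 and 27.04 CPM to 54.2 and 54.8 CPM in NIH and from 32.5 and 36.3 CPM to 17.8 and 19.3 CPM in C57BL/6. In KM the log2 fold change was 0.46 for Mycn and 0.10 for Abcg1, and neither was called there.

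An error in scaling moves every gene alike, so all interaction terms would lie near 1.96. With library size alone their median was -0.027, which leaves scaling an unlikely cause of a difference in so few genes. That fit called 5 genes, Mycn and Abcg1 among them with an adjusted p of at most 0.0463, and with DESeq2 size factors both had an adjusted p of 0.0420. With the NIH replicate numbers as a block 3 genes were called, and both kept an adjusted p of 0.0470. A higher share of non-cardiomyocytes at P7 in NIH could raise genes of other cell types. The highest interaction median of the 4 marker lists was 0.082, for smooth muscle and pericytes, and the fibroblast and macrophage medians were -0.87 and -0.76, none past the adjusted threshold (adjusted p of 0.142 for these latter lists in fry). A difference in cell composition cannot be told apart from one within CMs here, because no list median passed in either direction. Both adjusted p-values were close to 0.05, so either gene may be a false call. In simulations of the KM and C57BL/6 interaction 16.4% of calls were false. The NIH interaction was not simulated, so its own share of false calls is unknown. Strain was also confounded with whatever library batch the strains were processed in. A strain difference in the animals stays open and was not tested.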

How the results depend on the processing

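Of the alternative values of the main results, apart from those that left out single libraries, 172 kept their direction and side of the threshold or stayed within 1.5 times, 37 moved by more, 14 lost the threshold and 3 gained it. No result reversed its direction. Unless stated, the cause of a change was not tested.

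The count of called genes for C57BL/6 P7 against P1 (284) was the least settled. It was 126 with edgeR (124 shared), 610 with DESeq2's Wald test (270 shared), and 2746 with the 2 ages only (284 shared). Single libraries of ages not compared, a check added after seeing the data, gave from 81 to 2097 genes. The P56 against P21 count of 447 was 683 with edgeR and 1208 with DESeq2. For KM P7 against P1, where 0 were called (2458 unadjusted), edgeR gave 87, DESeq2 605 and no filter 13. The Sprague Dawley P4 count of 213 was 885 with DESeq2 and 1892 with the 2 ages only, and 1739 and 1859 without either P7 library. The Wistar P4 count of 0 (1658 unadjusted) was 220 with DESeq2, and its P7 against P1 count of 711 was 1678. In simulations DESeq2 had the largest share of false calls in each of the 7 designs it was run on. The P21 against P7 counts in mice (6533 to 8956) and the P7 against P4 counts in rats (2029 to 5074) stayed within 1.5 times with edgeR, DESeq2, its size factors, no filter and, except in C57BL/6 where it could not be fitted, the replicate block. Library size alone, the 2 ages only and single libraries left out were not tried for them. The pooled mouse count stayed within 1.5 times under those settings and library size alone (4220 to 5678) and without each library in turn (3724 to 4810).

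With edgeR the C57BL/6 genes lowest and highest at P7 fell to 50 and 41, and KM gained 47 and 20. Average linkage put Tnnt2 with 3798 genes in place of 513. The NIH interaction count of 2 was 6 with edgeR, 6 without the filter and 5 with library size alone. Restricting the correlation between strains to genes called in either raised Pearson r to 0.880 for C57BL/6 and KM, 0.768 for C57BL/6 and NIH, 0.880 for KM and NIH and 0.913 for the rat strains, as choosing genes with large changes does by construction.

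A replicate block was fitted in every strain. In NIH, where the numbers pair the libraries, it raised P7 against P1 to 3371 genes and the genes lowest and highest at P7 to 1421 and 1170. There the P7-high (0.49) and cell cycle (0.84) medians for P7 against P1 lost the threshold, and the block changed no other NIH list call of a main result. The NIH interaction with that block, added after seeing the data, gave 3 genes in place of 2. Elsewhere the numbers were not taken as pairing the libraries, since 1 or more of the correlations stayed under 0.1. These were 0.01, -0.08 and -0.02 in C57BL/6, 0.67, 0.09 and 0.12 in KM (0.67 between P1 and P7), -0.06, 0.07 and 0.38 in Sprague Dawley and -0.15, 0.44 and -0.01 in Wistar. The blocked counts were 1611 for C57BL/6 P7 against P1, 331 for KM P7 against P1, 973 for Sprague Dawley P4 against P1 and 2 for Wistar P4 against P1. In C57BL/6 the block could hold no P21 library. Without those libraries the unblocked count was 2099 (added after seeing the data), so the rise came with their absence, and the block gave fewer calls than that. Blocked, the genes lowest and highest at the middle age were 196 and 72 in KM and 391 and 338 in Sprague Dawley, and 1 was lowest in Wistar. List medians past the threshold without the block and not with it were -0.65 (cardiac), 1.14 (P7-high) and 0.23 (cell cycle) for C57BL/6 P7 against P1, -1.55 (cardiac) for KM P7 against P1, and 3.22 (cardiac) and -2.80 (P7-high) for KM P21 against P7. The others were the cardiac medians of -1.12 and 1.51 in the intervals of Sprague Dawley and 2.09 for Wistar P7 against P4. The block leaves fewer degrees of freedom: over all lists 13 of 108 tests passed under it, against 69 of 120 without.

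DESeq2 size factors left all 34 counts and correlations within 1.5 times. With them 3 list medians narrowly lost the threshold: -1.55 (cardiac, KM P7 against P1), 0.86 (cell cycle, NIH P7 against P1) and 2.11 (cardiac, Wistar P7 against P4). Library size alone changed none of 22 list medians in direction or call. Camera added calls for the KM P7-high (0.76), KM cell cycle (0.76) and Wistar P4 cardiac (-0.96) medians, which fry did not make.

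Leaving out each compared library in turn gave values without a test. Cardiac medians ran from -2.04 to -1.08 (KM P7 against P1), -1.93 to -1.58 (NIH P7 against P1), -1.32 to -0.83 (Sprague Dawley P4 against P1), -1.65 to -0.20 (Wistar P4 against P1), 1.41 to 1.72 (C57BL/6 P21 against P7), 2.69 to 3.73 (KM P21 against P7) and 1.46 to 1.81 (Sprague Dawley P7 against P4). P7-high medians for P21 against P7 ran from -1.95 to -1.19 in C57BL/6, -3.17 to -2.42 in KM and -2.68 to -1.79 in NIH. Cell cycle medians ran from -2.91 to -2.13 (KM P21 against P7), 0.58 to 1.08 (NIH P7 against P1) and -4.28 to -3.69 (NIH P21 against P7). The pooled rat count of 1970 ran from 192 (without Sprague Dawley P4 replicate 1) to 4779 (without Wistar P1 replicate 2), so it rests on single libraries.

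For named genes, 383 alternative fold changes kept their call and direction, 17 gained and 4 lost the threshold. Of the leave-one-out values 206 stayed within the spread of replicates and 34 moved. Leaving out 1 of 2 libraries leaves an arm of 1, so no count was made that way within a strain. With 2 libraries per age the fits recovered between 37.5% and 52% of simulated changes, so a gene not called was not shown to be unchanged.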

Other observations

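In this part, the tests of scaling, of abundant genes, of animal sex, of the P21 libraries, of a mislabelled library, of atrial genes and of Malat1 were chosen after the results were seen, while the other tests were chosen before, although the adjustment over strains in the test of non-cardiomyocytes was settled after its unadjusted p-values were seen.

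Lower cardiac expression at P7 in mice and at P4 in rats was set against technical explanations. A factor applied to a whole library, whether from scaling or from a few abundant genes taking the reads, moves every gene alike, so the cardiac list would then lie at the median of all genes. With library size alone its distance from that median was -0.64 in C57BL/6, -1.55 in KM, -1.75 in NIH, -1.15 in Sprague Dawley and -0.98 in Wistar. With the 100 most abundant genes left out of the library sizes and scaling, the distances were -0.64, -1.55, -1.75, -1.16 and -0.98 in the same order. A factor for a whole library leaves the distance nearly as it is by construction, so these settings are not separate checks. In C57BL/6, KM, NIH and Sprague Dawley the distance exceeded the SD of replicates (0.12, 0.68, 0.19 and 0.25) in each fit without a compared library as well, the nearest to 0 being -0.58, -1.08, -1.59 and -0.86, so neither is a likely sole cause of the decline in these 4 strains. In Wistar the SD was 0.87 and the distance -0.19 without P1 replicate 1, so both explanations cannot be told apart from a decline in expression because that library decides the value. A change in the RNA content of whole cells was not tested.

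A uniformly larger share of non-cardiomyocytes at the later age would lower cardiac genes and raise markers of every other cell type alike. The range of the fibroblast, endothelial, macrophage and smooth muscle medians was compared with 10000 permutations of the genes over the lists. Genes within a list are not independent, and the lists are also expressed in the P56 libraries, so the test is approximate. The lists moved apart in KM (range 0.63, p 0.0055, adjusted over 5 strains 0.0137) and in Sprague Dawley (range 0.92, p 6e-04, adjusted 0.003), which argues against a uniformly larger share as the only cause there. All 4 medians were above 0 in KM and Sprague Dawley too, so a larger share that differed between cell types stays open there. In C57BL/6 the medians lay between 0.42 and 0.88 (p 0.0381, adjusted 0.0635) and in Wistar between 0.26 and 0.69 (p and adjusted p 0.135). In both strains all 4 medians were above 0, so in these libraries a larger non-cardiomyocyte share may explain part or all of the cardiac decline. The C57BL/6 verdict rests on the adjustment over strains, since its unadjusted p is under 0.05. In NIH (p 0.0869, adjusted 0.109) the fibroblast and macrophage medians were -0.10 and -0.01. The explanation cannot be told apart from a decline within CMs there, because those medians lie near 0. For C57BL/6 the paper addressed this question by other means, which were not analysed here. It reported TNNT2 staining lowest at P7 in heart sections. It also reported less Tnnt2, Actn2, Myl2 and Myh6 RNA at P7 than at P1 in sorted PCM1-positive nuclei. The most abundant fibroblast marker, Col3a1, went from 2944 and 3440 CPM at P1 to 7311 and 7237 CPM at P7 in C57BL/6, and from 2990 and 5095 CPM at P1 to 12950 and 12340 CPM at P4 in Sprague Dawley. Lum and Dcn are among the 4 fibroblast genes that the study picked. Without them the fibroblast medians were 0.72 in C57BL/6 and 1.236 in Sprague Dawley, with the others of the 4 still included. A rise of 1 cell type, such as fibroblasts in Sprague Dawley, stays open in every strain, as does a change within CMs.

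Sex of the animals was read from Xist and Y-linked genes. In NIH the highest Xist value in the 4 libraries of P1 and P7 was 1.39 CPM, while Ddx3y lay between 100.6 and 122.8 CPM, so these libraries came from males and a sex difference is an unlikely cause of the NIH decline. In Sprague Dawley Eif2s3y, a Y-linked gene, was 29.1 and 77.3 CPM at P1 but 0.302 and 1.33 CPM at P4 and 0.129 and 0.575 CPM at P7. Ddx3y showed no such fall in Sprague Dawley (0.662 and 0.533 CPM at P1, 1.20 and 0.805 CPM at P4). It was low in every rat library, at most 2.23 CPM, so a shift in sex rests on Eif2s3y alone there. Between P7 and P1, where the same shift in Eif2s3y is present, the Sprague Dawley cardiac median was 0.53, opposite to that between P4 and P1. Age changes as well in that contrast, so sex and age cannot be told apart in Sprague Dawley. Wistar had the same shift in Eif2s3y between P1 (44.8 and 94.6 CPM) and P4 (0.944 and 2.42 CPM), with 84.4 and 0.136 CPM in P7 replicates 1 and 2, where the cardiac list lay 1.26 and 0.94 above its P1 mean. Sex was not otherwise tested apart from age there. In KM Xist was 2.15 CPM in P1 replicate 1 and 1138 CPM in P1 replicate 2, 2.39 and 589 CPM at P7, and 230 and 544 CPM at P21. Between P1 replicate 1 and P7 replicate 1, both low in Xist, the KM cardiac list went from 0.36 to -1.09 relative to the P1 mean, but single libraries exclude nothing, and sex was not otherwise tested in KM. C57BL/6 libraries at P1 and P7 held both Xist and Y-linked transcripts. Xist was 69.7 and 72.6 CPM at P1 and 110.3 and 110.8 CPM at P7. Eif2s3y went from 99.8 and 80.3 CPM to 55.5 and 59.0 CPM, but Ddx3y did not fall (42.8 and 42.1 CPM, then 47.0 and 45.1 CPM). A different mix of sexes at the 2 ages therefore stays open, and sex was not otherwise tested in C57BL/6.

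Jun, Junb, Jund and Klf2 rose by a median of 1.11 at P7 in C57BL/6. The dissociation response list, which holds none of them, rose by 0.52 (adjusted p 0.0389 in fry, 29 of 31 higher). A response to tissue dissociation may therefore contribute, but the list rose less than these genes. Digestion of P7 tissue was shorter and in larger pieces than at P1, so handling and age cannot be told apart in these libraries. The paper also stained heart sections, which were not dissociated. It reported a higher percentage of JUN-high CMs at P7 than at P1, with the same trend for KLF2 protein. That staining was not analysed here.

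Other splits of the libraries were counted for the pooled fits, with strain kept as a covariate, except in the split of the rats by strain itself, which was fitted without it. In mice 1 of 100 splits, the real one, gave as many genes as the 4680 called (462 splits were possible), and the largest other gave 1298. In rats 2 of 35 splits gave as many as 1970. The other gave 2150 and exchanged Sprague Dawley P4 replicate 2 with Wistar P1 replicate 2. In rats the count alone thus did not set age apart from every other split.

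Wistar P1 replicate 2 lay between P1 replicate 1 and the P4 libraries. Over 212 genes called in Sprague Dawley, its position was 0.491 on a scale from Wistar P1 replicate 1 (0) to the mean of the P4 libraries (1). The P4 libraries themselves lay at 0.911 and 1.06, and Sprague Dawley P1 replicate 2 lay at 0.208 on the corresponding scale. A P4 library under a P1 label is an unlikely source, since the position falls well short of the P4 libraries. A mixture, an animal of intermediate maturity or a difference in cell composition was not tested.

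Mitochondrially encoded transcripts took 1.56% to 2.70% of counts in 7 of the 8 C57BL/6 libraries and 18.96% (95% Wilson interval 18.943% to 18.978%) in P21 replicate 2. The KM libraries ranged from 9.23% to 28.4% and the NIH libraries from 5.57% to 28.6%. Across 14197 other genes, the difference between the P21 libraries correlated with the difference of KM and NIH from C57BL/6 at P1 by 0.471, against absolute values of 0.195, 0.0283 and 0.025 for the P1, P7 and P56 pairs. P21 replicate 2 may therefore have been prepared together with the KM and NIH libraries, though no label gives a batch. If so, comparisons of KM and NIH with C57BL/6 carry a batch that is confounded with strain. The spread between the P21 libraries is a candidate source of the low C57BL/6 count as well: without them 2099 genes were called between P7 and P1, close to the 2746 found with those ages only. No biological explanation was tested.

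Myl7, Myl4 and Nppa were higher in C57BL/6 than in the other mouse strains at P1 and P7. Myl7 was 1491 to 2121 CPM in C57BL/6 and at most 61.04 CPM in KM and 338 CPM in NIH. Atrial cells in the preparations might account for this. Sln (68.7 to 107 CPM in C57BL/6, at most 4.55 in KM and 32.9 in NIH) and Bmp10 (29.3 to 61.4 CPM, at most 3.43 in KM and 10.98 in NIH) were higher too, but Kcna5 was not, with a log2 ratio of -0.49. In C57BL/6 Kcna5 was still 39.1 to 48.4 CPM at P56, where Myl7 was at most 14.04 CPM, so Kcna5 did not track Myl7 with age. Its value therefore counts little against atrial cells, and a single gene excludes nothing. Atrial cells and a strain or batch difference cannot be told apart, because no test separated them. Myl4 overlaps Cdc27, so its counts are uncertain.

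Malat1, a nuclear transcript that overlaps Mascrna, was higher in replicate 2 at every age in KM (2490 against 495 CPM at P1) and NIH (4172 against 1509 CPM at P1). A batch marked by the replicate number would make the differences between replicates correlate across ages. The lowest such correlation was 0.313 in NIH, which is consistent with a batch there, and 0.0873 in KM, where a batch cannot be told apart from separate differences because 1 of 3 pairs of ages stayed under 0.1. No biological explanation was tested.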
